# tasiRNA-ARF Pathway Moderates Floral Architecture in *Arabidopsis* Plants Subjected to Drought Stress

**DOI:** 10.1155/2014/303451

**Published:** 2014-08-26

**Authors:** Akihiro Matsui, Kayoko Mizunashi, Maho Tanaka, Eli Kaminuma, Anh Hai Nguyen, Maiko Nakajima, Jong-Myong Kim, Dong Van Nguyen, Tetsuro Toyoda, Motoaki Seki

## Abstract

In plants, miRNAs and siRNAs, such as transacting siRNAs (ta-siRNAs), affect their targets through distinct regulatory mechanisms. In this study, the expression profiles of small RNAs (smRNAs) in *Arabidopsis* plants subjected to drought, cold, and high-salinity stress were analyzed using 454 DNA sequencing technology. Expression of three groups of ta-siRNAs (TAS1, TAS2, and TAS3) and their precursors was downregulated in *Arabidopsis* plants subjected to drought and high-salinity stress. Analysis of ta-siRNA synthesis mutants and mutated *ARF3*-overexpressing plants that escape the tasiRNA-ARF target indicated that self-pollination was hampered by short stamens in plants under drought and high-salinity stress. Microarray analysis of flower buds of *rdr6* and wild-type plants under drought stress and nonstressed conditions revealed that expression of floral development- and auxin response-related genes was affected by drought stress and by the *RDR6* mutation. The overall results of the present study indicated that tasiRNA-ARF is involved in maintaining the normal morphogenesis of flowers in plants under stress conditions through fine-tuning expression changes of floral development-related and auxin response-related genes.

## 1. Introduction

In order to adapt and survive the exposure to biotic and abiotic stress, plants have evolved various molecular responses for fine-tuning the control of adaptive responses that involve posttranscriptional regulatory mechanisms, as well as epigenetic and posttranslational modifications [1, 2]. Recent genome-wide transcriptome analyses using tiling arrays and next generation sequencing (NGS) have revealed a large number of stress-responsive noncoding RNAs (ncRNAs) [3–5].

Several small RNAs (smRNAs), such as miRNAs and siRNAs, were shown to function in development and stress responses in plants [6–9]. In plants, smRNAs exhibit a high level of complexity in their biogenesis and function. At the moment, smRNAs are classified into microRNAs (miRNAs) and three classes of small interfering RNAs (siRNAs) [6–9]. Transacting siRNAs (ta-siRNAs) are derived from* TAS* ncRNAs that are targeted by miR173 or miR390 [10–14]. Double-stranded RNAs (dsRNAs) are generated from cleaved ncRNAs by RNA-dependent RNA polymerase 6 (RDR6) and dsRNAs are processed into 21nt ta-siRNAs.* ARF2*,* ARF3 (ETT)*, and* ARF4* were demonstrated to be targets of* TAS3 *ta-siRNA (tasiRNA-ARF) [10–14].

In the present study,* Arabidopsis* deep smRNA sequencing was used to identify novel roles for smRNAs in abiotic stress response and it was discovered that ta-siRNAs and their precursors (*TAS1, TAS2, *and* TAS3*) were downregulated by drought and high-salinity stress treatments. Analysis of ta-siRNA synthesis mutants subjected to drought and high-salinity stresses revealed a short stamen phenotype and changes in the expression of floral development-related and auxin response-related genes, which was enhanced by the* RDR6 *mutation. These results demonstrate that the tasiRNA-ARF pathway functions in maintaining normal flower morphogenesis under environmental stress.

## 2. Materials and Methods

### 2.1. * *454 Sequencing of Small RNAs

Two-week-old wild-type plants (*Arabidopsis thaliana* ecotype Columbia), grown on MS medium [3], were transferred to drought, cold (4°C), and high-salinity (250 mM NaCl) stressas previously reported [3]. The treated plants were harvested hourly from 1 to 10 hrs after the treatment was initiated. The 1–5 hr stress-treated samples and the 6–10 hr stress-treated samples were pooled into two groups. Total RNAs were prepared using an ISOGEN kit (Nippon Gene) and precipitated with 2 M LiCl and equal volume of ethanol. RNAs were resuspended in RNase-free water at 65°C and extracted twice with an equal volume of phenol for 30 min on ice. The RNAs were then precipitated with 2 M LiCl and equal volume of ethanol. They were resuspended in RNase-free water at 65°C and extracted twice with an equal volume of phenol for 30 min on ice and precipitated again by adding 1/10 volume of 3 M sodium acetate and 3 volume of ethanol. Subsequently, 17–30 nt smRNAs were extracted using flashPAGE (Life Technologies). A cDNA library was then constructed using a small RNA Cloning Kit (Takara). First, smRNAs were ligated with a 5′ adapter F: and a 3′ adapter to generate cDNAs. The cDNAs were electrophoresed in 8 M urea and 7.5% acrylamide gel, and 60–80 nt cDNAs were recovered. The cDNAs were amplified by 12–15 cycles of PCR and subjected to 454 DNA sequencing according to the manufacturer's instructions. To eliminate RNA degradation fragments, the number of RNA sequences was normalized against the total number of miRNA sequences obtained. The normalized number of smRNAs was then subjected to data analysis. Data sets of 454 sequencing are available in DDBJ (http://www.ddbj.nig.ac.jp/index-e.html) under the accession number AB948670-AB967973.

### 2.2. Stress Treatments Applied to tasiRNA-ARF Pathway-Related Mutants

*rdr6-15 *(SAIL_617)*, ago7 *(SALK_095997)*, sgs3 *(SALK_039005)*, dcl4-2 *(GK-160G05)*, ARF3pro;ARF3 *[15]*, ARF3pro:ARF3mut *[15],* arf3* (*ett-15*) [10],* arf4-2* (SALK_070506), and wild-type* Arabidopsis* plants were grown for two weeks in pots containing 30 g of vermiculite soil. The drought stress treatment consisted of subjecting the two-week-old plants to water depletion for one week. After the one-week period, the watering of plants was then reinitiated. The high-salinity stress treatment consisted of watering three-week-old plants that started to bolt, with 100 mM NaCl-containing water for five days.

### 2.3. RNA Extraction

Total RNA was extracted with a Plant RNA Isolation Reagent (Life Technologies) and treated with DNase I (Life Technologies). The RNAs were then subjected to RT-quantitative PCR (RT-qPCR), microarray, and Northern analyses.

### 2.4. RT-qPCR Analysis

cDNAs were prepared from 1 *μ*g of total RNA using Superscript III (Life Technologies). The target RNA concentration was obtained by measuring 1/10 of the cDNA using an ABI Prism 3100 (Life Technologies) and SYBR Premix Ex Taq II kit (Takara). For detecting small RNAs, a SYBR Advantage qPCR Kit (Takara) was used. The relative expression was calculated using the delta-delta CT method. U2 and* ACT2 *for smRNA and mRNA, respectively, were used as a reference gene for normalization. Three independent biological replicates were used in all of the RT-qPCR analyses.

### 2.5. Microarray Analysis

Two-week-old* rdr6 *mutants and wild-type plants were subjected to a drought stress treatment consisting of withholding water for one week. Microarray experiments using flower buds subjected to a drought stress or nonstressed treatment were carried out according to the manufacturer's (Agilent) preferred protocol using three biological replicates [16]. Fluorescent-labeled cRNAs were prepared from each total RNA sample using a Low Input Quick Amp Labeling Kit and were then hybridized to an Agilent* Arabidopsis* V4 microarray. The microarrays were scanned using an Agilent DNA Microarray Scanner G2539A ver. C. 75 percentile normalization was performed for the signals generated by the microarray probes according to the Agilent data analysis protocol. For microarray analysis, R program ver. 2.12.1 was used. Significant differentially expressed genes were identified by 2-way ANOVA analysis (FDR < 0.075) [17, 18]. The data set derived from the microarray analysis is available in GEO (http://www.ncbi.nlm.nih.gov/geo/info/linking.html) under the accession number GSE57174.

## 3. Results

### 3.1. RNA Sequencing of* Arabidopsis* Small RNAs in Plants under Abiotic Stress

Two-week-old wild type* Arabidopsis* plants were subjected to drought, cold, and high-salinity stress as described in Section 2. Six smRNA libraries were prepared from pooled samples of stress-treated plants and one pooled sample from nonstressed control plants using 454 DNA sequencing technology as described in Section 2. A total of 480,343 reads were obtained from these seven libraries. The smRNA sequences (17–30 nt) were used for further analysis. After the smRNA sequence data were assembled to unique sequences in each library and they were mapped to the* Arabidopsis *genome, resulting in 59,284 sequences that were perfectly matched to at least one locus (Table 1). The sequences represented 12,028 unique signatures in whole 7 libraries. Approximately 39% (4,681) of the unique signatures were represented by a single sequence. The smRNAs were classified based on their mapped genomic position. The composite profiles of the types of identified smRNAs were different in each stress treatment (Supplemental Figure 1; Supplementary Material available online at  http://dx.doi.org/10.1155/2014/303451). The percentile of smRNAs mapped to the sense strand of AGI code genes was higher in drought-stress and high-salinity-stress treated samples than in the nonstressed control sample, suggesting that mRNA degradation occurs preferentially under these stress conditions.

### 3.2. Identification of Stress-Responsive miRNAs

Deep RNA sequencing analysis of smRNAs identified signatures of various miRNAs, including those previously reported to be stressresponsive miRNAs in* Arabidopsis* (Supplemental Figure 2). Expression of miR169 was downregulated in response to drought stress (Supplemental Figure 2). Downregulation of miR169 by drought has also been previously reported and demonstrated to be required for the acquisition of drought stress tolerance [19]. Expression of miR156 and miR319 was upregulated by salinity stress and miR408 expression was upregulated by cold stress (Supplemental Figure 2). These results are also consistent with a previous report [20].

### 3.3. Accumulation of ta-siRNA Expression

A further analysis of smRNA sequences identified in the present study revealed that the number of ta-siRNAs was reduced in response to the stress treatments when compared to the number of ta-siRNAs identified in the nonstressed control (Figure 1(a) and Supplemental Figure 2). The precursors of tasiRNA are transcribed as ncRNAs and processed into siRNAs after a miRNA cleavage event [10–14]. An analysis of* Arabidopsis* expression profiling data obtained from a previous study utilizing a tiling array [3] indicated that the expression of the* TAS1/2/3* family was downregulated under drought and high-salinity stress (Figure 1(b)). Semiquantitative RT-PCR analysis, using primer sets that span the miRNA cleavage sites, showed that the expression of* TAS1/2/3 *precursors decreased under drought and high-salinity stress (Figure 1(c)). These results are consistent with the ta-siRNA expression profiling data obtained from smRNA sequencing. Collectively, the data indicate that abiotic stress signaling regulates ta-siRNA production through transcriptional regulation of their precursors.

It is known that ta-siRNA-ARF guides the cleavage of* ARF3* and* ARF4 *mRNAs [10, 11, 14, 15]. Therefore, the accumulation of* TAS3 precursor*, ta-siRNA-ARF,* MIR390, ARF3,* and* ARF4 *in wild-type plants and a ta-siRNA synthesis mutant,* rdr6,* in response to a five-hour-drought stress treatment was measured using RT-qPCR in order to better understand the function of ta-siRNA in abiotic stress response (Figure 2). Expression of the* TAS3a* precursor and* RDR6* was downregulated under drought stress (Figure 2). The TAS3a expression data is consistent with the tiling array data (Figure 1(b)) [3] and results obtained by semiquantitative RT-PCR (Figure 1(c)). Expression of* ARF3* and* ARF4* was downregulated under drought stress in wild-type plants but the level of downregulation in* rdr6* mutants was much less (Figure 2). These results suggest that effective downregulation of ARF3/ARF4 mRNAs under drought stress occurs by degradation activity of tasiRNA-ARF (Figure 2) and transcriptional repression of ARF3/ARF4 mRNAs (Figure 2) under drought stress. Downregulation of tasiRNA-ARF might function in fine-tuning quantitative expression of ARF3/ARF4 under drought stress.

### 3.4. ta-siRNA Generation-Related Mutants Fail to Self-Pollinate due to Modifications in Flower Architecture

In order to identify the biological function of ta-siRNA under environmental stress, a moderate drought stress was applied to a variety of* Arabidopsis* mutants that are deficient in ta-siRNA biosynthesis (*rdr6, sgs3*,* dcl4,* and* ago7*). The moderate drought stress was applied to two-week-old plants grown in soil by withholding water for one week, resulting in an approximate 20% decrease in soil water content (Supplemental Figure 3(a)). Following the drought treatment, the plants were rewatered. After recovery, wild-type plants produced a number of seeds that was similar to the numbers produced in nonstressed control plants (Figures 3(a) and 3(b)). On the other hand, ta-siRNA mutants, such as* rdr6, sgs3, dcl4,* and* ago7, *produced a lower number of seeds after recovery from the drought stress compared to the numbers produced in nonstressed ta-siRNA mutants (Figures 3(a) and 3(b) and Supplemental Figure 3(b)).

The reproduction failure phenotype was further investigated and it was found that the reproduction failure of* rdr6* plants under drought stress could be rescued by artificial pollination (Supplemental Figure 3(c)). These data suggested that the reproduction failure under drought stress was due to insufficient contact between the anther and the stigma. Abnormal floral architecture was observed in stage 13 flowers of* rdr6* plants, which had shorter stamens relative to the length of the stigma (Figure 3(c)). The length of stigmas and stamens in stage 13 flowers was examined in* rdr6* and wild-type plants under drought stress and nonstressed conditions. Stigma lengthin* rdr6* and wild-type plants was similar in plants under drought stress and nonstressed conditions. In contrast, the length of* rdr6* stamens was shorter in plants under drought stress compared to the length of stamens in wild-type plants under drought stress (Figures 3(c) and 3(d)). Although* rdr6* plants exhibited a tendency to produce slightly shorter stamens, relative to wild-type plants, even in nonstressed conditions, the difference was not statistically significant (Figures 3(c) and 3(d)). These data were consistent with a previous report [21].

It has been demonstrated that tasiRNA-ARF negatively regulates* ARF3* and* ARF4, *both of which are genes that control flower organ identity [22–24]. The ability of tasiRNA-ARF to regulate correct stamen development under drought stress was examined using* ARF3pro:ARF3mut*. This transgenic genotype has a mutated* ARF3* sequence that confers the ability of* ARF3* to avoid tasiRNA-ARF targeted degradation and still translate ARF3 protein [15]. Similar to* rdr6 *plants, the* ARF3pro:ARF3mut* exhibited a short stamen phenotype in plants subjected to drought stress (Figures 3(c) and 3(d)), suggesting that the tasiRNA-ARF pathway has an important role in regulating stamen length under drought stress. Additionally, reproductive failure and the short stamen phenotype were also observed in* rdr6* mutants and* ARF3pro:ARF3mut* plants that were subjected to high-salinity stress (Supplemental Figures 3(d), 3(e), and 3(f)). These results suggest that the tasiRNA-ARF pathway plays a critical role in the regulation of floral organ development under both drought and high-salinity stress.

### 3.5. *RDR6* Functions in the Stabilization of Stress-Dependent Changes in the Expression of Floral Development-Related and Auxin-Related Genes in Plants under Drought Stress

Gene expression profiles in flower buds of* Arabidopsis* plants under moderate drought stress and nonstressed conditions were analyzed using a microarray in order to better understand the regulation of the ta-siRNA-mediated network in response to drought stress. 

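Flower buds were taken from wild-type (WT) plants and from rdr6 mutants, which lack the RNA-dependent RNA polymerase needed to make ta-siRNAs, under nonstressed conditions and under drought. The paper's text gives the drought as a fall in soil water content by a stated share, whereas the sample labels give it as a fall to below that share. RNA of each sample was labeled with Cy3 and hybridized to an Agilent Arabidopsis V4 microarray, with 3 biological replicates in each of the 4 groups and 12 arrays in all. The deposited files hold the intensity of 45220 spots per array after background subtraction by the authors' scanner software. For 5893 to 8161 spots per array the software had set a surrogate value instead. These intensities were taken on the log2 scale relative to the 75th percentile of each array, outlier spots were left out, and spots of 1 probe were averaged, which left 43501 probes of 34134 genes. A gene is a locus, or a probe sequence without a locus, and was counted once when any of its probes passed. The 75th percentile lay between an intensity of 3266 on the first WT nonstressed array and 5662 on the second rdr6 drought array, and 70.0 to 77.1% of the spots were well above background. For arrays, their number limits the precision. Group means were compared with limma at a Benjamini-Hochberg adjusted p under 0.075, the threshold stated in the legend of Figure 4. The effect of the RDR6 mutation is the mean of the rdr6/WT log2 ratios of both watering conditions, and the drought effect is the mean of the drought/nonstressed log2 ratios of both genotypes. Each of the 3 slides held 1 array of every group, and a group took the same position on every slide, so position and group cannot be told apart. The RDR6 (AT3G49500) probe read 0.15 to 0.37 on the WT arrays and -7.12 to -4.89 on the rdr6 arrays on this log2 scale.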

Results identified 513 (30.3%) genes whose level of expression was significantly different in* rdr6* plants compared to wild-type plants. 

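Between rdr6 and WT plants, 1349 genes differed, of which 654 were higher and 695 lower in rdr6. The count was lowest, at 28 genes, with a mature pollen score as covariate, a setting chosen after seeing the data. The score is the mean log2 value of 8 pollen genes on each array. Array weights in limma gave the highest count, 15680 genes, and slide as a block gave 217. With each array left out in turn it lay between 41 genes, without the first rdr6 nonstressed array, and 7034 genes, without the third WT nonstressed array. Among genes well above background on every array of a group and with no overlap between the genotypes, the largest rise was that of SADHU3-2 (AT3G42658), a transposable element gene. Its log2 ratio was 8.09 (standard error 0.55, adjusted p = 0.000562), it was not well above background on 1 of the 6 WT arrays, and 1 rdr6 drought array had an outlier spot and gave no value. QQS (AT3G30720) followed with 5.25 and AT5G38005, a noncoding RNA, with 5.13, both higher on 6 of 6 rdr6 arrays than on any WT array (adjusted p = 9.62e-05 and 3.53e-05). The largest fitted falls were in RDR6 itself, with a log2 ratio of -6.75 (standard error 0.29, adjusted p = 5.77e-06), in MRD1 (AT1G53480) with -5.62 and in the nearby HEI10 (AT1G53490). The RDR6 ratio lay between -7.05 and -5.40 under the alternatives tried, so the size of its fall is not well determined. A HEI10 probe that was well above background on no rdr6 array was at least 6.75-fold lower, whereas the brighter HEI10 probe had a log2 ratio of -1.17. Each of these genes kept its direction and stayed past the threshold with any 1 array left out.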

The list of genes overlapped with drought stress-responsive genes (Figure 4(a), Supplemental Table 2). 

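Drought changed 5458 genes, 2340 upward and 3121 downward, including 3 genes whose probes moved both ways. Of the 1349 genes that differed between the genotypes, 409 (30.3%) were among them, where 216 would be shared if both sets were drawn independently from the tested genes. Of 389 shared probes, 170 were higher and 149 were lower under both drought and the RDR6 mutation, so that 319 went the same way. Under the alternatives this share lay between 48.9% (23 of 47 probes, without the third WT drought array) and 94.8% (2743 of 2892, without the third WT nonstressed array), apart from 6 of 6 probes without the second rdr6 drought array. It was 55.4% of 74 probes with slide as a block, 70.6% of 109 with the 2-way analysis of variance of the methods, and 85.2% of 7114 with array weights. In a comparison chosen after seeing the data, as many probes as passed were taken by rank from each effect, which gave 414 shared probes with 80.9% in the same direction. Shuffled array residuals had as many shared probes in 51 of 100 shuffles and a share in the same direction as high in 31 of 100, so neither value exceeded the noise of the arrays. The shared number ranged from 6, without the second rdr6 drought array, to 2827, without the third WT nonstressed array, array weights gave 6619 and slide as a block gave 74. Among genes chosen in the same way, the largest fitted rise under drought was that of GPT2 (AT1G61800), whose log2 ratio was 2.85 (standard error 0.45, adjusted p = 0.00866). It was higher on all 6 drought arrays than on any nonstressed array. CWINV5 (AT3G13784), not well above background on any nonstressed array, rose at least 2.37-fold, so its rank against GPT2 is not determined. AT5G50360 rose by 2.57 on the log2 scale, although it was well above background on only 1 of the 3 WT nonstressed arrays. The largest fitted falls had log2 ratios of -4.18 in AT2G30766, -3.95 and -3.64 in the probes of FTM1 (AT1G43800) and -3.93 in a probe of GSTF2 (AT4G02520), with adjusted p between 0.000893 and 0.0067. The other GSTF2 probes had -3.48, -2.70 and -1.01, the last not past the threshold (adjusted p = 0.115). AT2G30766 and GSTF2 were near background on most drought arrays, so the size of their fall is not well determined.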

No correlation (*R* ^2^ = 0.09) was observed between the expression ratios of drought/control and those of* rdr6*/wild-type for the GO category of water deprivation response-related genes (GO:0009414) (Figure 4(b)).* rdr6 *and wild-type plants showed similar drought stress-responsive expression in the water deprivation response-related genes (Supplemental Figure 4(a)). These results suggest that a similar level of drought stress was applied to* rdr6* and wild-type plants.

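The files give no GO terms, so water deprivation genes were selected by words in the array annotation, which gave 114 loci. Across these genes the drought/nonstressed and rdr6/WT log2 ratios had an R2 of 0.617 and a slope of 0.54, with an SD of 0.349 for R2 between estimates from single arrays of each group. Genes are not independent replicates, and over all 28988 genes R2 was 0.435. Among 10000 random lists of the same size and expression level the median was 0.450, and the water deprivation list stood at percentile 87.4. Shuffling the residuals of the arrays gave an R2 as large in 4 of 100 shuffles. With probes above background on all arrays R2 was 0.0946, reached in 53 of 100 shuffles, a test chosen after seeing the data. Within single slides R2 was 0.673, 0.524 and 0.00817, so the relation did not hold within the third slide. The value moved most, to 0.000173, with the mature pollen score as covariate, and was 0.00101 over the 26 genes past the threshold in either effect. With ratios of summed linear intensities, as the legend of Figure 4 writes them, it was 0.0698. Across the 114 genes, the drought responses of WT and rdr6 plants had an r of 0.692, against 0.605 over all genes. It stood at percentile 69.3 of random lists of the same size and expression level, whose median was 0.644. Within slides, where each ratio rests on 1 array per group, this r was -0.01, 0.10 and -0.45, and over all genes it was -0.02, 0.19 and -0.08, so neither held within slides. Leaving out the third rdr6 nonstressed array lowered it to 0.253, and leaving out the second raised it to 0.798. It was 0.870 with probes above background on all arrays, 0.827 with normexp background correction and 0.804 with the processed values of the authors. With the mature pollen score as covariate, chosen after seeing the data, it was 0.410.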

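In WT plants drought changed 1676 genes, 703 upward and 973 downward, and in rdr6 plants 318 genes, 86 upward and 232 downward. Both counts moved with single arrays. Without the second WT nonstressed array 94 genes were left in WT against 216 in rdr6. Without the third rdr6 drought array 776 were left in WT against 23 in rdr6. With the mature pollen score as covariate, chosen after seeing the data, 162 genes passed in WT and 258 in rdr6. The larger count in WT therefore did not hold in every setting. With slide as a block the count in rdr6 was 187. The difference between the drought responses of the genotypes, the interaction, passed the threshold in limma for 0 genes. At an unadjusted p under 0.05 it held 877 probes. The 2-way analysis of variance of the methods also gave 0 genes, and the processed values of the authors gave 16. Of the 114 water deprivation genes, 22 passed the threshold for drought, of which 16 rose and 6 fell, and 23 passed when adjusted over the list alone. For genotype 7 passed, 6 higher and 1 lower in rdr6, and 28 passed when adjusted over the list alone. Both effects were passed by 3 genes.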

Among the differentially expressed genes in* rdr6* plants were a number of floral development-related genes (Supplemental Table 3). 

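Floral development genes were selected by words in the array annotation, which gave 83 loci with 120 probes. Of these, 8 differed between rdr6 and WT, 5 higher and 3 lower in rdr6, and 30 did when adjusted over the list alone. Under drought 14 of them changed, 7 in each direction, and 14 did when adjusted over the list alone. SHATTERPROOF 2 was the only gene of the list that passed for both effects.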

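Under drought, the only probe of SHATTERPROOF 1 (SHP1, AT3G58780) rose from 0.47 ± 0.56 to 1.36 ± 0.39 in WT and from 1.51 ± 0.30 to 1.97 ± 0.13 in rdr6 plants (log2 values, SD, n = 3). The mean rise of 0.68 (standard error 0.20) passed the limma threshold with an adjusted p of 0.065, and 4 of the 6 drought arrays lay above every nonstressed array. The call was lost without any 1 of 9 arrays. The brighter probe of SHATTERPROOF 2 (SHP2, AT2G42830) rose by 0.54 (standard error 0.14, adjusted p = 0.0398, 3 of 6 arrays above all others), a call lost without any 1 of 5 arrays. The other probe rose by 0.48 (adjusted p = 0.102). AGAMOUS (AG, AT4G18960) and SUPERMAN (SUP, AT3G23130), each with a pair of probes, were higher under drought by 0.12 to 0.26, and no probe passed the threshold (adjusted p between 0.139 and 0.38). In rdr6 relative to WT plants, SUP was higher by 0.61 and 0.52 (adjusted p = 0.0652 and 0.0542) and 1 AG probe by 0.37 (adjusted p = 0.0708, 6 of 6 arrays). SHP1 was higher by 0.83, with an adjusted p of 0.0753 just above the threshold, and the brighter SHP2 probe by 0.57 (adjusted p = 0.0748). Each of these genotype calls was lost without any 1 of 9 arrays. The drought responses of rdr6 and WT differed by -0.43 to 0.06 on the log2 scale for the probes of these genes, and no difference passed a test of the interaction (limma adjusted p = 1.00). With the 2-way analysis of variance of the methods, these genotype calls and the drought call of SHP1 were lost. None of the genotype or drought calls of these 4 genes was kept with the mature pollen score of each array as a covariate.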

Expression levels of the C-class homeotic gene* AGAMOUS*  [25] and* AGAMOUS *downstream genes that promote the development of stigma, style, and medial tissue of ovules, such as* SHATTERPROOF 1* and* SHATTERPROOF 2* [26], and the stigma and stamen identity gene,* SUPERMAN* [27], were upregulated under drought stress and their upregulation was affected in* rdr6 *mutants (Supplemental Table 3). In contrast, expression of the E-class organ identity gene,* SEPALLATA 4 *[28], and the petal identity gene* PETALLOSS *[29] was downregulated in response to drought stress in both wild-type and* rdr6* mutants; however, their expression was significantly lower in* rdr6 *mutants relative to wild-type plants (Supplemental Table 3). These results indicate that the* RDR6* mutation affects organ whorl identity genes and their downstream genes. It seems that tasiRNA-ARF regulation represses central floral organ development and enhances peripheral floral development under drought stress.

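SEPALLATA 4 (SEP4, AT2G03710) was lower under drought by a log2 ratio of -0.36 (standard error 0.07, limma adjusted p = 0.0151, 4 of 6 nonstressed arrays above every drought array), in WT from -0.86 ± 0.06 to -1.22 ± 0.14 and in rdr6 from -1.12 ± 0.14 to -1.47 ± 0.04 (SD, n = 3 arrays per group). The fall stayed past the threshold with any 1 array left out. Its rdr6/WT log2 ratio was -0.25 (standard error 0.07) with an adjusted p of 0.0792, which did not pass. PETAL LOSS (PTL, AT5G03680) was lower in rdr6 by a log2 ratio of -0.70 (standard error 0.11, adjusted p = 0.0373), and every rdr6 array lay below every WT array. That call was lost without any 1 of 8 arrays and with the mature pollen score as a covariate. The drought response of PTL was 0.11 (adjusted p = 0.527) and lay between 0.03 and 0.21 under the alternatives tried.

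**Figure D1:**
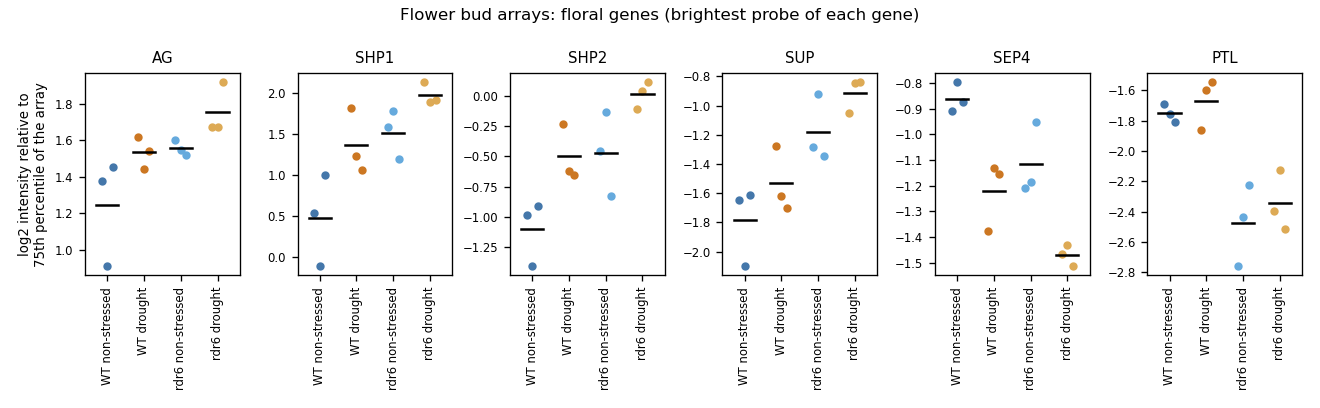
Log2 intensity relative to the 75th percentile of the array for AG, SHP1, SHP2, SUP, SEP4 and PTL in flower buds, with the brightest probe of each gene. Points are the 3 arrays of a group and lines are group means, and SEP4 falls from -0.86 to -1.22 in WT and from -1.12 to -1.47 in rdr6 under drought.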

To better understand the relationship between drought stress response and the* RDR6* mutation on flower development-related genes (GO:0048437), the expression ratios of drought/control and those of* rdr6*/wild-type were compared. 

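Across the 83 floral loci the drought and rdr6/WT log2 ratios had an R2 of 0.649 (SD 0.102 between estimates from single arrays of each group) and a slope of 0.61. Random lists of the same size and expression level had a median of 0.420, with 95% of them between 0.0687 and 0.717, and the floral list stood at percentile 92.0. Shuffled residuals gave no R2 as large in 100 shuffles, and their median was 0.0835. With probes above background on all arrays (65 genes) R2 was 0.311 and 19 of 100 shuffles gave a value as large, so there it did not exceed the noise of the arrays. With the mature pollen score as covariate it was 0.262. These shuffles and the covariate were chosen after seeing the data. Within single slides R2 was 0.463, 0.392 and 0.593. With no array in both ratios it was 0.418. Leaving out 1 array at a time gave 0.510 to 0.700. The genes of a list are not independent replicates.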

A moderate positive correlation (*R* ^2^ = 0.387) was observed between the drought response and* RDR6* mutation (Figure 4(c)). These data suggest that tasiRNA-ARF is involved in fine-tuning the expression of floral development-related genes in plants subjected to drought stress.

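From the genes that changed in rdr6 plants, and from the relation between the drought response and the effect of the RDR6 mutation across floral genes, the paper proposes that tasiRNA-ARF takes part in fine-tuning the expression of these genes under drought. It also proposes that the regulation restrains the development of central floral organs under drought and favors that of peripheral ones.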

## 4. Discussion

The results of the present study demonstrate that tasiRNA-ARF functions in keeping correct flower architecture which is critical to self-pollination under drought and high-salinity stress. Various abiotic stresses, such as heat, high-salinity, drought, and cold, induce reproductive failure in plants [30–35]. This failure is the result of morphological abnormalities that arise during various stages of floral development. Molecular mechanisms responsible for the abortion of pollen development have been well-characterized [30–35]. Although defects in stamen development in plants under drought, high-salinity, and heat stress have been reported [32, 34, 35], the molecular mechanisms that protect floral development from the adverse effects of abiotic stress, however, remain unclear.

tasiRNA-ARF is required for the normal development of lateral organs, such as leaves, lateral roots, and flowers [14, 21, 36, 37]. For example,* rdr6* mutant exhibits altered stamen and pistil elongation that results in variable seed production and supports the premise that reproduction in* rdr6 *plants is sensitive to growth conditions [22]. Interestingly, a mutation of* RDR6* enhanced self-incompatibility in a transgenic, self-incompatible,* Arabidopsis thaliana *system [38]. These results suggest that tasiRNA-ARF functions as a key mediator for maintaining the correct pattern of flower architecture, as well as their development.* ARF3* and* ARF4* function in central organ identity in flowers and apical-basal patterning defects in the gynoecium [22–24].

*ARF*s regulate the expression of auxin-responsive genes by binding specifically to auxin response elements (AuxRE) [39]. Regarding auxin response-related genes (GO:0009733), a moderate positive correlation was observed between drought stress response and the effect of the* RDR6* mutation (Figure 4(d)). 

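Auxin genes, selected by words in the array annotation, comprised 170 loci. Their drought and rdr6/WT log2 ratios had an R2 of 0.589 (SD 0.0483 between estimates from single arrays of each group) and a slope of 0.60 across genes, which are not independent replicates. The list stood at percentile 89.8 of random lists of its size and expression level, whose median was 0.457. A value as large came up in 1 of 100 shuffles of the residuals. With probes above background on all arrays R2 was 0.593, reached in 4 of 100 shuffles, a test chosen after seeing the data. Within single slides R2 was 0.298, 0.201 and 0.251. It fell to 0.242 when summed linear intensities were used, to 0.347 without the first WT drought array and to 0.121 with the mature pollen score as covariate. Between rdr6 and WT 10 of these genes differed, 6 higher and 4 lower in rdr6, and 29 did when adjusted over the list alone. Under drought 32 genes passed the threshold, 21 upward and 11 downward, and 41 when adjusted over the list alone.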

The genes downregulated by both the drought stress treatment and the* RDR6* mutation included the auxin-induced conjugating enzymes,* GH3-2*,* GH3-3*,* GH3-6*,* GH3-10*, and an* auxin-responsive GH3-like protein* (*AT1G48660*) (Supplemental Table 2). In addition, microarray analysis also identified that an expression of auxin biosynthesis-related gene,* YUCCA 4,* was significantly downregulated by drought stress and the* RDR6* mutation (Supplemental Table 2). 

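GH3-2 (AT4G37390) had a log2 ratio of -0.72 under drought (standard error 0.17, limma adjusted p = 0.0298, 4 of 6 nonstressed arrays above every drought array) and of -0.70 in rdr6 relative to WT (adjusted p = 0.0745). Its value was -3.75 ± 0.01 in nonstressed WT and -5.18 ± 0.20 in rdr6 under drought (SD, n = 3). GH3-3 (AT2G23170) fell from 1.98 ± 0.24 to 1.00 ± 0.10 between the same groups, with ratios of -0.47 for drought (adjusted p = 0.0425) and -0.52 for the mutation (adjusted p = 0.0741). Its drought call was lost without any 1 of 5 arrays, whereas that of GH3-2 was kept with any array left out. GH3-6 (AT5G54510) was lower under drought by a log2 ratio of -0.39 (standard error 0.06, adjusted p = 0.00925), with every drought array below every nonstressed array, whereas its ratio of -0.17 in rdr6 did not pass (adjusted p = 0.116). GH3-10 (AT4G03400) showed the reverse, with -0.24 in rdr6 (adjusted p = 0.0745) and -0.14 under drought (adjusted p = 0.153). The probe of AT1G48660 was well above background on no array, so no ratio is given. The genotype calls of GH3-2, GH3-3 and GH3-10 lay close to the threshold and each was lost without any 1 of 9 arrays and with the 2-way analysis of variance of the methods. With the mature pollen score as covariate the drought call of GH3-6 was kept and the other calls of these genes were lost.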

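YUCCA 4 (YUC4, AT5G11320) has 2 probes on the array, both well above background on all 12 arrays. The brighter one read -2.82 ± 0.22 in nonstressed WT, -3.31 ± 0.27 in WT under drought, -3.44 ± 0.37 in nonstressed rdr6 and -3.89 ± 0.06 in rdr6 under drought (log2, SD, n = 3). Its log2 ratio was -0.46 for drought (standard error 0.14, limma adjusted p = 0.0664) and -0.60 for the RDR6 mutation (standard error 0.14, adjusted p = 0.073). The dimmer probe gave -0.52 (adjusted p = 0.047) and -0.44 (adjusted p = 0.098), the latter not past the threshold, and its drought call was lost without any 1 of 5 arrays. Either call of the brighter probe was lost without any 1 of 9 arrays and with the 2-way analysis of variance of the methods. No call of either probe was kept with the mature pollen score as covariate.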

After conducting a closer study of 4* YUCCA* genes that are mainly expressed in flowers [40],* YUCCA 1* and* YUCCA 4* were downregulated by drought stress and* RDR6* mutation and* YUCCA 2* and* YUCCA 6* were downregulated by* RDR6* mutation (Supplemental Figure 4(b)). 

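YUCCA 1 (YUC1, AT4G32540) was lower under drought by a log2 ratio of -0.67 (standard error 0.18, limma adjusted p = 0.0479, 4 of 6 nonstressed arrays above every drought array). The drought call was lost without any 1 of 6 arrays, and with the mature pollen score as covariate. In rdr6 its ratio was -0.49, with an adjusted p of 0.127. For YUCCA 2 (YUC2, AT4G13260) the ratio in rdr6 was -0.29 (adjusted p = 0.123) and for YUCCA 6 (YUC6, AT5G25620) it was -0.31 (adjusted p = 0.155), and neither passed the threshold. Under drought both were higher, by 0.30 and 0.27 (adjusted p = 0.103 and 0.2). The drought rise of YUC2 passed under 5 of 28 alternatives. That of YUC6 passed under 2 of 28, slide as a block and array weights. In nonstressed plants the means of the latter pair were -2.65 ± 0.30 and -2.01 ± 0.31 in WT and -2.73 ± 0.16 and -2.28 ± 0.11 in rdr6 (SD, n = 3), differences within the spread of the arrays. Under drought they were -2.14 ± 0.18 and -1.70 ± 0.24 in WT and -2.64 ± 0.02 and -2.04 ± 0.23 in rdr6. The rdr6/WT ratio under drought was -0.50 for YUC2 (limma adjusted p = 0.404) and -0.34 for YUC6 (adjusted p = 0.488), and the interaction of YUC2, -0.41, did not pass (adjusted p = 1.00).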

The regulation of tasiRNA-ARF and mRNAs of* ARF3, GH3-3*,* YUCCA 1,* and* YUCCA 4* in flower buds was confirmed by RT-qPCR (Figure 4(e)). The previous report showed that expression of an auxin reporter, DR5:GUS, was decreased in* ARF3pro:ARF3mut* plants [41]. These results suggest that the auxin biosynthesis and auxin response were attenuated in floral development by drought stress and loss of tasiRNA-ARF regulation. It was known that auxin signaling was important for floral development. The pin-shaped flower of* yucca1/4* was similar to the flowers produced in* ARF3-* or* ARF4-*overexpressing plants [40]. Experiments utilizing an auxin transport inhibitor indicate that* ARF3* functions as a modulator of auxin response during floral development [42]. There is a possible hypothesis that tasiRNA-ARF controls floral development by maintaining the proper level of auxin signaling under drought stress (Figure 5).

Both tasiRNA-ARF and* ARF3/4* were downregulated under drought stress, suggesting that tasiRNA-ARF are required for quantitative adjustment of* ARF3/4* expression. Positive feedback regulation of auxin signaling might also function in the regulation of these genes (Figure 5). It is known that initiation of lateral roots modulated by positive and negative feedback regulation between tasiRNA-ARF and* ARF2/3/4* through auxin signaling [38, 39].* ARF3* expression was also induced by increased auxin biogenesis through upregulation of* YUCCA 4* in shoot initiation [43]. These previous reports invoke that drought stress affects tasiRNA-ARF regulatory network, but it remained unclear.

To search candidate genes connecting abiotic stress and tasiRNA-ARF regulatory network, microarray coexpression analysis of ARF3 (*P* < 0.01) and ARF4 (*P* < 0.01) was performed. 155 genes coexpressed with* ARF3 *and* ARF4 *involved twenty-five abiotic stress response-related genes, such as* DREB2C *[44],* DWD* (*DDB1-binding WD40 protein*) [45],* ascorbate peroxidase 1* [46],* glutathione S-transferase *[47], and* RD21B* [48] (Supplemental Table 4). Thegenes also included ta-siRNA pathway-related genes, such as* RDR6*,* TAS3*, other* TAS* genes, and ta-siRNA target genes [49]. Sixty-four of the 155 genes possessed an ARF binding motif (tgtctc) [50] in the promoter region within 1kb upstream of the start codon (Supplemental Table 4). These genes may represent candidates that connect tasiRNA-ARF regulatory network and drought stress signaling pathway.

In conclusion, this study demonstrates that tasiRNA-ARF acts as a central modifier, negatively regulating changes in the expression of floral development-related genes in plants under drought and assists in maintaining normal floral morphogenesis.

## Supplementary Material

Supplemental Figure 1. Distribution of smRNAs in abiotic stress-treated plants. smRNA sequences were classified based on where they mapped in the Arabidopsis genome (TAIR8). The circular graphs illustrate the distribution of mapped smRNA sequences obtained from plants subjected to each different treatment. The miRNAs and ta-siRNAs indicate that smRNA sequences are derived from MIRNA loci and TAS loci. Small RNAs mapped to regions coding for proteins were classified into two groups, smRNAs mapped to the sense strand and smRNAs mapped to the antisense strand of protein-coding genes. Transposable element (TE) genes and pseudogenes are AGI coded genes annotated as TEs and pseudo genes, respectively. Intergenic TEs represent smRNAs mapped to the TEs in intergenic regions.
Supplemental Figure 2. Deep sequencing of miRNAs and ta-siRNAs in non-stressed and stress-treated plants. The number of RNA sequences was normalized by dividing by the total number of obtained miRNA sequences. P-values were calculated using an enrichment test on each miRNA fraction, based on their hypergeometric distribution. Asterisk in the table indicates the p-value was lower than 10-3. Previously reported stress- upregulated or downregulated smRNAs are shown in red or blue, respectively.
Supplemental Figure 3. Seed production in ta-siRNA biosynthesis mutants, rdr6, sgs3, dcl4 and ago7, subjected to drought stress, and in rdr6 and ARF3pro:ARFmut mutants subjected to high-salinity stress. (a) Soil water content during the course of the imposed drought treatment. (b) Seed numbers in the 1st silique (n =12). (c) Seed number in the 1st silique of plants subjected to a drought stress after artificial pollination and self-pollination (n =12). (d) Seed numbers in the 1st silique of three-week-old plants grown in soil and treated with 100 mM NaCl for one week (n =12). (e) Short siliques were observed in rdr6 and ARF3pro:ARF3mut plants subjected to high-salinity stress. (f) Short stamens were observed in rdr6 and ARF3pro:ARF3mut plants subjected to high-salinity stress.
Supplemental Figure 4. Scatter plot analysis for drought stress-responsive expression in rdr6 and wild-type plants. (a) Scatter plot analysis for drought stress-responsive expression of water deprivation response-related genes (GO:0009414) in rdr6 and wild-type plants. Horizontal axis represents log2 ratio of (drought / non-stressed) in wild-type plants. Vertical axis represents log2ratio of (drought / non-stressed) in rdr6 mutants. (b) Line graph for expressions of YUCCA genes. Horizontal axis represents normalized intensities of microarray probes targeting YUCCA genes.
Supplemental Table 1. List of primer sequences.
Supplemental Table 2. Differentially expressed genes in flower buds of rdr6 and wild-type under drought stress treatment and untreatment.
Supplemental Table 3. Expression profiles of floral organ development-related genes (GO:0048437)
Supplebmental Table 4. Expression profiles of 155 genes co-expressed with ARF3 and ARF4.

## Figures and Tables

**Figure 1:**
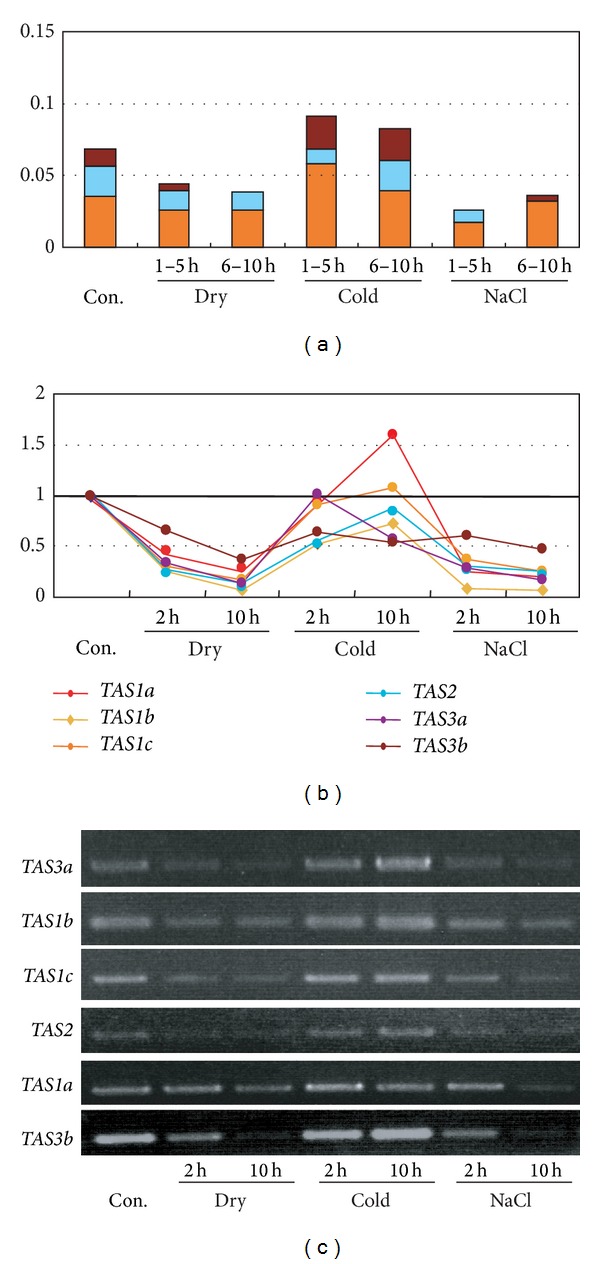
Downregulation of ta-siRNAs and TAS precursors in plants under drought and high-salinity stress. (a) Relative number of ta-siRNA sequences obtained by 454 DNA sequencing of cDNA libraries prepared from small RNAs. Orange, blue, and red boxes represent the relative number of* TAS1 *ta-siRNA,* TAS2 *ta-siRNA,and* TAS3 *ta-siRNA, respectively. (b) Relative expression of* TAS* precursors was analyzed using previous data from a tiling array [3]. Two-week-old* Arabidopsis* plants were subjected to drought (2 hr, 10 hr), cold (2 hr, 10 hr), and high-salinity (2 hr, 10 hr) (see Section 2). (c)PCR primer sets (Supplemental Table 1) spanning miRNA cleavage site were designed to determine the expression profiles of* TAS* precursors. RNA samples were isolated from drought (2 hr, 10 hr), cold (2 hr, 10 hr), and high-salinity (2 hr, 10 hr) treated wild-type plants and nonstress controls. Expression of* TAS* precursors was analyzed by semiquantitative RT-PCR.

**Figure 2:**
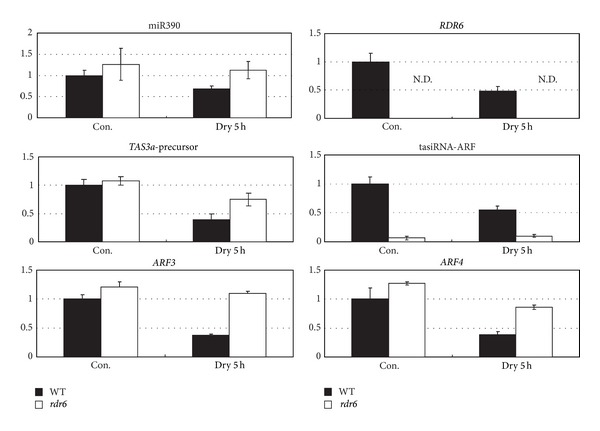
Expression profiles of miR390,* TAS3* precursor,* ARF3,* and* ARF4* in plants under drought stress. Expression profiles of tasiRNA-ARF pathway-related genes were analyzed in* rdr6* mutants and wild-type plants subjected to a 5 hr drought stress and nonstressed conditions by RT-qPCR. The bar graphs indicate relative expression compared to* ACT2*. Values represent the mean and standard deviation of three experiments.

**Figure 3:**
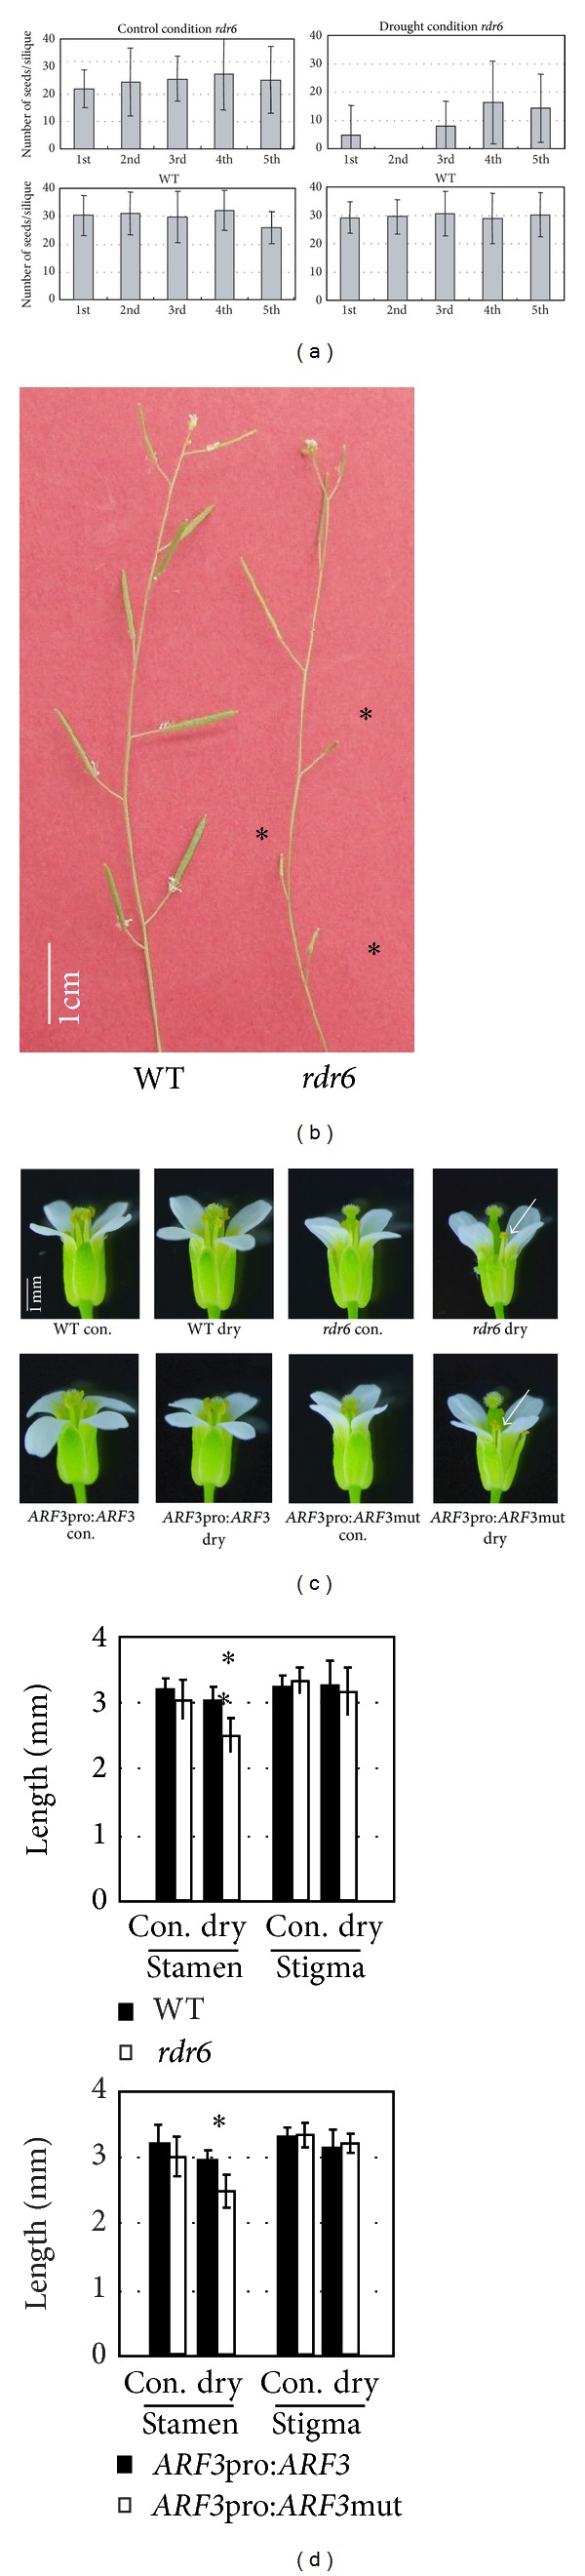
Modification of flower architecture and reduction in seed number in the ta-siRNA biosynthesis mutant,* rdr6, *under drought stress. (a) Two-week-old* rdr6* and wild-type plants were subjected to drought stress treatment for one week and then rewatered. Seed number in the 1st through the 5th siliques was counted (*n* = 12). Siliques were numbered starting at the basal end of the main shoot. (b) Siliques in plants subjected to drought stress followed by rewatering. (c) Floral architecture in drought-stress and nonstressed wild-type,* rdr6*,* ARF3pro:ARF3, *and* ARF3pro:ARF3mut *plants. Flowers in* rdr6* and* ARF3pro:ARF3 *plants have a slightly exerting stigma phenotype under nonstressed conditions. In contrast, flowers in* rdr6* and* ARF3pro:ARF3mut* plants under drought stress exhibit short stamens, as shown as white arrows. (d) Average length of the stigmas and stamens in drought-stressed and nonstressed WT,* rdr6*,* ARF3pro:ARF3, *and* ARF3pro:ARF3mut *plants.

**Figure 4:**
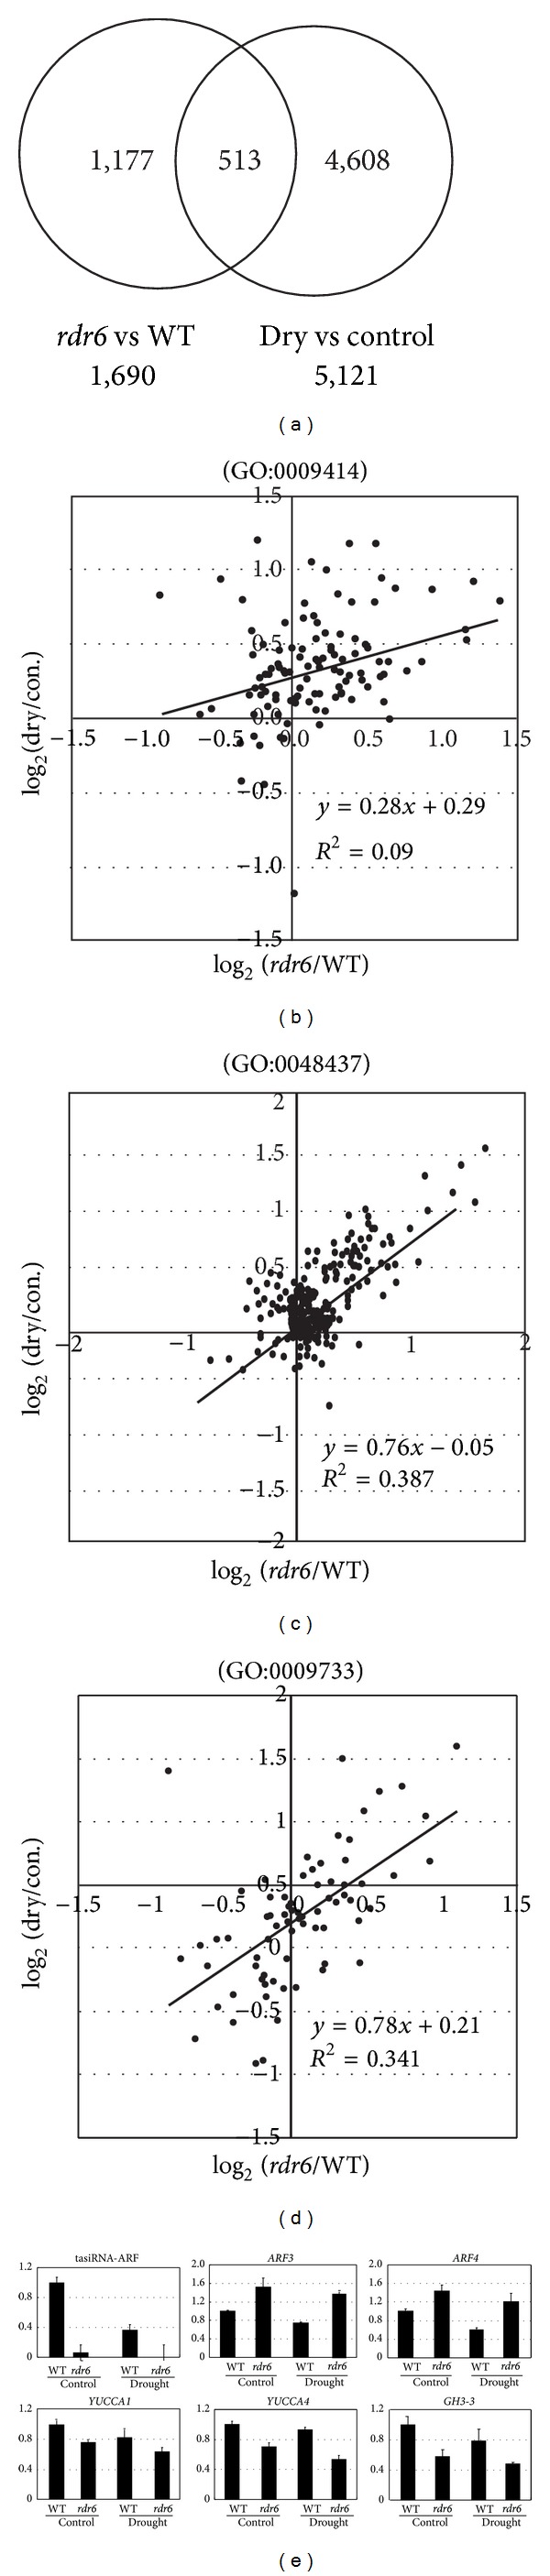
Microarray analysis of flower buds in plants under drought stress. (a) Venn diagram of differentially expressed genes in* RDR6* plants compared to wild-type plants and drought stress-responsive genes. Statistically significant differentially expressed genes were identified based on the following criteria: FDR of 2-way ANOVA (*rdr6* versus WT or drought-stressed versus nonstressed) < 0.075. ((b)–(d)) Scatter plot analysis of genes from different categories of GO terms. Horizontal axis represents log_2_ ratio of (*rdr6* non-stressed +* rdr6* drought)/(WT nonstressed + WT drought). Vertical axis represents log_2_ ratio of (WT drought+* rdr6* drought)/(WT nonstressed +* rdr6* non-stressed). (b) Scatter plot analysis of water deprivation response-related genes. (c) Scatter plot analysis of floral organ development-related genes. (d) Scatter plot analysis of auxin response-related genes. (e) RT-qPCR expression profiles of tasiRNA-ARF,* ARF3*,* ARF4*,* GH3-3*,* YUCCA1, *and* YUCCA4* in flower buds of* rdr6 *mutant and wild-type plants subjected to drought stress or nonstressed control.

**Figure 5:**
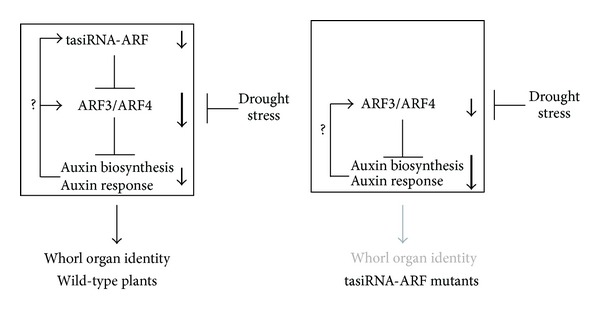
Proposed model for the fine-tuning of whorl architecture in flowers subjected to environmental stress via tasiRNA-ARF. tasiRNA-ARF is required for normal morphogenesis of floral whorl organs in plants subjected to drought stress. tasiRNA-ARF acts by modulating the expression of floral development-related genes in plants subjected to drought stress. Expression of* YUCCA4* is downregulated by drought stress and in the* RDR6* mutation, suggesting that auxin biosynthesis is modulated by tasiRNA-ARF.

**Table 1:** Number of smRNA-seqs and smRNA loci in each treatment.

Treatment	Number of sequences^a^	Number of loci^b^
Drought		
1–5 h	17,758	4,574
6–10 h	10,367	3,138
Cold		
1–5 h	2,104	1,595
6–10 h	2,869	2,018
High salinity		
1–5 h	10,247	3,645
6–10 h	6,148	2,417
No treatment	9,791	4,162

^a^smRNA sequences were mapped on *Arabidopsis* genome. Sequences of tRNAs, rRNAs snoRNAs, and snRNAs were eliminated. ^b^smRNAs mapped within less than 150 nt distance were grouped as the same loci.

How the deposited data were processed for this re-analysis (not part of the article)

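Gene expression in flower buds was measured on 12 Agilent Arabidopsis V4 microarrays with Cy3 labeling, 3 for each of WT nonstressed, WT drought, rdr6 nonstressed and rdr6 drought. The authors extracted each array with Agilent Feature Extraction, and the deposited scanner files hold the processed signal of every spot on a linear scale. It is an intensity after subtraction of the local background, except for 5893 to 8161 spots per array. These held a surrogate value set by the scanner software and were kept. The authors' processed table holds a ratio, the processed intensity of 35673 probes divided by the 75th percentile of each array. This was checked against the scanner files for values above the 75th percentile of each array. Of these, 95% lay within 0.409% or less of that ratio on every array. Dimmer values were not checked. Each array has 45220 spots, of which 1417 are controls, and 43603 probes. Spots marked by the scanner software as nonuniform or population outliers (82 to 379 per array) were left out. Between 2 and 8 spots per array were saturated. The number of arrays limits the precision.

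The processed signal was put on the log2 scale and the log2 of the 75th percentile of the array was subtracted, as the methods of the paper scale the arrays. Spots of 1 probe were averaged. The 102 probes without a value in some group were left out, and 43501 probes were tested, of which 32423 were well above background on all arrays of a group, 29569 on all arrays and 7307 on no array. The annotation of the arrays assigns 38413 probes to 29030 loci, of which 28595 were found in the reference table. Probes without a locus were counted by sequence.

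Group means were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 and contrasts were adjusted by the Benjamini-Hochberg method at a threshold of 0.075. The contrasts were the effect of the RDR6 mutation (genotype), the drought effect, their interaction, and the 4 single contrasts within a genotype or a watering condition. The correlation between genotype and drought ratios was taken across genes, with 1 value per gene as the mean over its probes, and compared with 10000 random lists matched on size and on mean expression in 10 levels and with 100 shuffles over the arrays of their residuals from the group means. The correlation of the drought response in WT and rdr6 plants used the same lists. No GO annotation is among the files, so the lists were built from words in the array descriptions, with 114 loci for water deprivation, 83 for floral development and 170 for auxin. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

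Genes named in the text are those the paper names for the flower bud arrays or for the pathway. To these were added, for each of the genotype, drought and interaction effects, the 3 genes with the largest rise and the 3 with the largest fall among those past the threshold. They also had to be well above background on every array of a group and to show no overlap between the sides compared. The contrasts, the tests, the word lists, 21 alternatives, this rule and 7 marker lists (ta-siRNA targets, tapetum, mature pollen, meiosis, stamen filament elongation, drought and abscisic acid markers, and photosynthesis) were set before the data were examined. The alternatives cover background correction, scaling, filters on dim probes, the authors' processed values, a replicate block, leaving out each array, the test, the adjustment, the threshold, the summary of probes and the way ratios are correlated. A covariate for the mature pollen score of each array was added after seeing the data.

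A score for a marker list is the mean log2 value of its probes on an array. Differences in scores were tested with two-sided exact permutation tests over 400 relabellings, whose smallest possible p is 0.005. Genotype was relabeled within each watering condition, and watering within each genotype. The model was tested on simulated data, in which 200 of 42581 probes were changed. A log2 change of 1 was found for 65.5% of probes in the genotype contrast, 63.5% for drought, 40.5% for the interaction and 59.0% for drought in WT. A change of 2 was found for 88.0, 86.5, 66.0 and 77.5%. Between 4.91 and 11.7% of the calls were false and 0 had the wrong direction. The simulated noise was drawn independently for each probe. On the real arrays probes share noise, as 35.4% of the spread within groups lay along the mature pollen score. These rates therefore do not carry over to the real data. The number of genes given by other labelings of the arrays was counted over 100 relabellings, or over all 10 splits for a single contrast. The RT-qPCR, small RNA and phenotype data of the paper were not analysed here.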

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

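All tests of explanations in this part were chosen after the results were seen, including the fit with the mature pollen score as covariate, while the marker lists were fixed earlier.

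AT4G29770 and AT4G29760, 2 neighboring loci among the known ta-siRNA targets of the marker list, were higher in rdr6 by log2 ratios of 3.24 and 2.56, and the ta-siRNA precursors TAS1C and TAS2 by 2.26 and 1.82 (limma adjusted p of 1.85e-07 and 6.11e-07, 6 of 6 arrays). The paper's text does not discuss them for these arrays. A difference in pollen maturity between samples is argued against, since the smallest of the 4 changes was still 1.79 with the mature pollen score as covariate. Scaling of the arrays is argued against by the smallest change of 1.73 under another background correction or scaling. A single transcript read by the probes of both loci is argued against as well, since the drought change differed between the probes by 0.62 (exact permutation p = 0.005, the smallest possible). Loss of ta-siRNA regulation stays open as a biological explanation. Without these loci and without ARF2, ARF3 and ARF4, which the paper names, the median of the other 11 detected target loci was 0.21. Of these, 8 were higher in rdr6, and the median stood at percentile 96.9 of random lists. With all of them included, 13 of 16 detected loci were higher, and the median of 0.29 stood at percentile 99.87. The RDR6 mutation and any other difference between the seed lines cannot be told apart for AT4G29770, AT4G29760, TAS1C and TAS2.

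SADHU3-2, QQS and AT5G38005 were higher in rdr6 by 8.09, 5.25 and 5.13 on the log2 scale, and the paper's text does not name them. Pollen maturity and scaling are argued against, since the smallest change was 4.51 with the mature pollen score as covariate and 4.45 under another background correction or scaling. Between WT arrays of a group the SD of these genes was 0.64 to 1.32, against 0.05 to 0.14 between rdr6 arrays. A difference between the seed lines other than RDR6 and the mutation cannot be told apart, since the arrays hold 1 mutant line.

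The mature pollen list, 8 loci with 11 probes, was higher in rdr6 by a score difference of 3.58 (exact permutation p = 0.035, adjusted p = 0.0933 over 14 comparisons), with 8 of 8 loci higher. No probe passed the threshold over all genes for genotype, and 10 passed when adjusted over the list alone. Under drought the score was higher by 2.13 (exact permutation p = 0.08, adjusted p = 0.112), with 8 of 8 loci higher and no probe past either threshold. VGD1, among the brightest of the list, had group means of -4.27 in nonstressed WT, 1.10 in WT under drought, 2.38 in nonstressed rdr6 and 3.39 in rdr6 under drought. Flower buds themselves express these genes, and 14, 29, 32 and 33 of 33 values were above background in these groups. Scores ranged within groups from -7.40 to -2.74, from -6.07 to 0.32, from -3.57 to 0.10 and from -0.33 to 0.46. Arrays drawn by chance from samples that vary in pollen may account for the difference, and the exact p of 0.035 does not decide it after adjustment. Brightness of the arrays is argued against as the source of the spread within groups, which had an SD of 2.30 against a median of 0.0882 and a highest value of 0.901 among random lists of the same level (percentile 100). Slide is argued against too, since 7.71% of that spread lay between slides where chance gives 25%. Later bud stages in some samples stay open. Of 7 relations within groups, the strongest was that of the score with the drought and abscisic acid markers, with an r of 0.75 (permutation p = 0.0856), a rho of 0.69 (permutation p = 0.0988) and an r of 0.60 without the 2 farthest arrays. Within groups the score and the stamen filament elongation list had an r of 0.58 (permutation p = 0.150) and a rho of 0.50 (permutation p = 0.183), and r was 0.32 without the 2 farthest arrays. Both relations had an adjusted p of 0.527.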

How the results depend on the processing

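The fit with the mature pollen score as covariate was the alternative chosen after seeing the data, and the counts under relabeling were read after the results were seen. For single genes, 4440 of the values under the alternatives kept their direction and their side of the threshold, 276 fell short of it, 158 newly passed it and 259 changed sign without passing it. No value past the threshold reversed. The genotype count stayed within 1.5 times its size under 2 of 28 alternatives and the overlap under 2, whereas the drought count did under 19. The causes of the changes below were not tested.

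Genotype genes numbered 777 with normexp background correction, 3117 with quantile normalization, 3463 with the median in place of the 75th percentile, 6319 with probes above background in a group, 6231 with probes above background on all arrays, 217 with a replicate block, 316 with the 2-way analysis of variance of the methods, 3671 without an interaction term, 4518 with a variance trend and robust fit, 15680 with array weights, 10223 with the Storey q value, 226 at a threshold of 0.05, 371 with the mean of the probes of a gene and 28 with the pollen covariate. The overlap under the same alternatives was 180, 871, 921, 2261, 2491, 74, 117, 1056, 1538, 6619, 4108, 57, 96 and 2 genes, the last being AT4G29770 and AT5G53592. Of the quantile calls 39.4%, and of the median calls 35.1%, were also called in the main setting. The share of higher genes was 48.5% for genotype, 35.1% with quantile normalization and 24.6% with the median, and for drought 42.8% and 30.4% with the median. The median log2 ratio of all probes was -0.07 for genotype and -0.05 for drought, -0.17 and -0.12 with the median in place of the 75th percentile, and -0.11 for genotype with normexp.

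The drought count was 3601 with normexp, 12215 with array weights, 9236 with the Storey q value and 1921 with the pollen covariate. Drought in WT gave 615 genes with normexp, 3643 and 3959 with the background filters, 3071 with trend and robust fit, 6242 with array weights, 4180 with Storey, 720 at 0.05 and 162 with the covariate. Drought in rdr6 gave 665 and 781 with the filters, 187 with the replicate block, 627 with trend, 3730 with array weights and 185 at 0.05. With the covariate it gave 258, more than in WT. The rdr6/WT difference in nonstressed plants, 26 genes, was 61 with either filter, 81 with the authors' values, 47 with trend, 12186 with array weights and 45 with Storey. Under drought, 30 genes became 50 with probes above background in a group, 47 with the authors' values and 2158 with array weights. The interaction, 0 genes in limma with 877 probes at an unadjusted p under 0.05, was 16 with the authors' values and 0 in every other fit to all arrays.

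R2 for water deprivation was 0.0946 with probes above background on all arrays, 0.00101 over called genes, 0.260 as Spearman's rho squared, 0.0698 from summed linear intensities and 0.000173 with the covariate. For floral genes it was 0.475 with normexp, 0.311 above background on all arrays, 0.464 with the authors' values, 0.341 over called genes, 0.386 by Spearman, 0.418 with no shared arrays and 0.262 with the covariate. For auxin it was 0.652 with normexp, 0.639 with the authors' values, 0.430 by Spearman, 0.357 with no shared arrays, 0.242 from summed intensities and 0.121 with the covariate. Over all genes it was 0.526 and 0.328 with the filters, 0.236 over called genes, 0.252 by Spearman, 0.249 with no shared arrays, 0.118 from summed intensities and 0.110 with the covariate. The r of the drought responses over all genes was 0.778 and 0.803 with the filters and 0.409 with the covariate.

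With arrays left out in turn, genotype gave 41 (without rdr6 nonstressed array 1) to 7034 genes (without WT nonstressed array 3), drought 2658 (without rdr6 drought array 2) to 6640, and the overlap 6 (without rdr6 drought array 2) to 2827 (without WT nonstressed array 3). Drought in WT gave 94 (without WT nonstressed array 2) to 1914, drought in rdr6 23 (without rdr6 drought array 3) to 372, rdr6 in nonstressed plants 20 to 383 (without WT nonstressed array 3) and rdr6 under drought 18 (without rdr6 drought array 3) to 57 (without WT drought array 1). The interaction gave 0 to 2 genes, with AT1G21340 without WT nonstressed array 1 and, without WT nonstressed array 3, AT2G43220 and a probe with no locus. R2 ranged from 0.400 to 0.755 for water deprivation, 0.510 to 0.700 for floral, 0.347 to 0.686 for auxin and 0.199 to 0.544 over all genes. The r of drought responses was 0.253 to 0.798 over water deprivation genes and 0.338 to 0.642 over all genes. Replicates with the same number were correlated after removing group means by -0.405 to 0.548, and those with different numbers by -0.751 to 0.605, so the numbers were not read as pairs of samples. The replicate number is also the slide, so the replicate block is the fit with slide as a block. With it, as with the 2-way analysis of variance of the methods, the genotype calls of AG, SHP2, SUP, GH3-2, GH3-3, GH3-10 and YUC4 and the drought call of SHP1 were lost. Of the shared probes, 41 of 74 went the same way with the block.

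The genotype count was reached by 3 of 100 labelings, the real one included, and the other 2 gave 2357 and 4716 genes, more than the real one. The drought count was reached by 1 of 100, the real one, and the largest other labeling gave 4080 genes. Both shares are under the 5% at which chance is taken as excluded, although single other labelings came to large counts. For the interaction the comparison says nothing about chance, since a count of 0 in limma is reached by all 100 labelings. The 10 splits of a single contrast are too few to exclude chance, with 1 as large for drought in WT, drought in rdr6 and rdr6 under drought, and 2 for rdr6 in nonstressed plants, where another split gave 3629 genes. Signal over background limits genes at the lower end, as 7307 probes were above background on no array.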

Differences from the paper's values

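The settings compared here were set before the data were examined, except the fit with the mature pollen score as covariate, which was chosen after seeing the values.

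For water deprivation genes the paper's R2 is 0.09 and the value found here is 0.617. The difference falls within the spread between single arrays, or within 1.5 times, with probes above background on all arrays (0.0946), only called genes (0.00101), Spearman's rho squared (0.260), summed linear intensities (0.0698) and without WT drought array 1 (0.400), and not under the other 20 alternatives. The word list used here is not the paper's GO category. The covariate chosen after seeing the values gave 0.000173.

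For floral genes the paper's R2 is 0.387 and the value here is 0.649. The difference closes with normexp (0.475), probes above background on all arrays (0.311), the authors' values (0.464), only called genes (0.341), Spearman (0.386), no shared arrays (0.418), summed linear intensities (0.567), without WT drought array 1 (0.522) and without rdr6 nonstressed array 3 (0.510). It stays under the remaining alternatives set beforehand. The covariate chosen after seeing the values gave 0.262. For auxin genes the paper's R2 is about 0.34 in Fig. 4(d), read by eye, and the value here is 0.589. The difference closes with Spearman (0.430), no shared arrays (0.357), summed linear intensities (0.242), without WT drought array 1 (0.347) and without rdr6 nonstressed array 3 (0.434), and not under the remaining ones. With the covariate, chosen after seeing the values, it was 0.121.

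The paper's 513 genes (30.3%) were read as the genes shared by both lists in Fig. 4(a), where the value here is 409 (30.3%). The list of all genes that differ in rdr6 holds about 1700 genes in Fig. 4(a), read by eye, against 1349 here. In this main setting neither pair is more than 1.5 times apart. The authors' processed values, with 433 shared and 1306 genotype genes, also stay within 1.5 times. The 2-way analysis of variance of the methods, with 117 and 316, does not, nor do most other alternatives. It was run on the values scaled here and not on the authors' processed values, so it does not repeat the paper's procedure in full. The paper describes no relation among water deprivation genes. The R2 here was 0.617 from differences of mean log2 values and 0.0698 from summed linear intensities, the form in which the legend of Fig. 4 writes the ratio. It describes AG and SUP as higher under drought. Here neither passed the threshold for drought (log2 ratios of 0.24 and 0.12 for the AG probes and 0.26 and 0.21 for SUP), and AG passed with array weights and the Storey q value and SUP with array weights. It describes the drought response of AG, SHP1, SHP2 and SUP as altered in rdr6, and the interaction passed for none of them here. It describes PTL as lower under drought, and the log2 ratio here was 0.11, between 0.03 and 0.21 under 28 alternatives. SEP4 is given as lower in rdr6. The ratio here was -0.25 with an adjusted p of 0.0792, and it passed under 11 alternatives (quantile and median scaling, both background filters, no interaction term, trend and robust fit, array weights, Storey, and without WT nonstressed array 3, WT drought array 1 or rdr6 nonstressed array 3).

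Of 5 GH3 genes the paper gives as lower in both comparisons, 2 passed both here. GH3-6 in rdr6 (-0.17) passed with both background filters, array weights and Storey, and GH3-10 under drought (-0.14) passed with Storey. AT1G48660 was above background on no array. The paper gives YUC1, YUC2 and YUC6 as lower in rdr6. Here their ratios were -0.49, -0.29 and -0.31 and none passed. YUC1 passed with probes above background on all arrays, without rdr6 nonstressed array 3, with array weights and Storey, YUC2 with quantile normalization, probes above background on all arrays, array weights and Storey, and YUC6 with array weights and Storey.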

Other observations

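All tests of explanations in this part were chosen after the results were seen, and the marker lists and the coexpression measure were fixed earlier.

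The genotype and drought log2 ratios rose and fell together across genes, with an R2 of 0.435 over all genes. Scaling of the arrays is argued against, since quantile normalization left it at 0.438. An exchanged genotype label is argued against by the RDR6 probe, where the lowest WT array lay 5.04 above the highest rdr6 array. An exchanged watering label is argued against by the photosynthesis list, where the lowest nonstressed array lay 0.21 above the highest drought array. Noise from the same arrays on both axes stays open. With those arrays on both axes, 3 of 100 shuffles of the residuals gave an R2 as large. With no array in both ratios 5 of 100 did, and with probes above background on all arrays 8 of 100, so the shuffles do not decide it. A difference in pollen maturity between samples is a candidate explanation, as the mature pollen score as covariate lowered R2 to 0.110. The change of 28572 probes with that score within groups had an r across genes of 0.754 with the genotype ratio and of 0.610 with the drought ratio, and 3 and 7 of 100 random directions gave values as large. Genes are not independent replicates. Because the score itself differs between the groups, the covariate also removes whatever else runs with it, including an effect of the mutation or of drought on pollen development, which stays open and untested.

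MRD1 and HEI10, 2 loci with 1 other locus between them, were lower in rdr6. A fall of the whole chromosome segment is argued against, because 0 of 11 probes of 8 neighboring loci passed the limma threshold and their log2 ratios lay between -0.20 and 0.26. A change confined to the pair was not tested, and the arrays hold 1 mutant line.

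Scores of the other marker lists are given as rdr6 minus WT and as drought minus nonstressed, with exact permutation p and 14 comparisons in the family. The ta-siRNA target list (17 loci) differed by 0.63 between genotypes (exact p = 0.005, adjusted p = 0.0233) and by 0.07 under drought (exact p = 0.06), with 10 of 22 probes called for genotype and 12 when adjusted over the list alone. The tapetum list (12 loci) differed by 0.05 (exact p = 0.93) and 0.33 (exact p = 0.06), with a median genotype ratio of -0.40, so mean and median differ in sign. The meiosis list (5 loci) differed by -0.17 (exact p = 0.025, adjusted p = 0.0875) and 0.00 (exact p = 0.955), with 0 probes called by limma for genotype and 4 when adjusted over the list alone. The stamen filament elongation list (6 loci) differed by 1.5 (exact p = 0.165) and 1.03 (exact p = 0.335). The drought and abscisic acid markers (14 loci) differed by 0.24 (exact p = 0.04, adjusted p = 0.0933) and 0.44 (exact p = 0.005, adjusted p = 0.0233), with 9 of 24 probes called for drought and 14 when adjusted over the list alone. The photosynthesis list (6 loci) differed by -0.10 (exact p = 0.065) and -0.44 (exact p = 0.005, adjusted p = 0.0233), with 28 of 38 probes called for drought and 33 when adjusted over the list alone.

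Among the genes of the pathway, ARF4 was higher in rdr6 by 1.15 (limma adjusted p = 0.000127, 6 of 6 arrays) and ARF3 by 0.47 (adjusted p = 0.0542, 6 of 6 arrays). The ARF4 change stayed past the threshold with any 1 array left out, whereas that of ARF3 was lost without any 1 of 9 arrays. TAS3 changed by 0.05, TAS3B by 0.77 (adjusted p = 0.00815) and AGO7 by -0.39 (adjusted p = 0.0385). The brighter TAS1A probe was higher in rdr6 by 0.69 (adjusted p = 0.0394) and the dimmer one changed by -0.10. The calls of AGO7 and TAS1A were each lost without any 1 of 7 arrays. Under drought the brighter TAS1A probe was lower by a log2 ratio of -0.42 (adjusted p = 0.0411) and TAS1C by -0.21 (adjusted p = 0.042), in either case with 3 of 6 nonstressed arrays above every drought array. These drought calls were lost without any 1 of 7 arrays for TAS1A and of 5 for TAS1C. Neither ARF3 nor ARF4 passed the threshold for drought (-0.11 and -0.05). SGS3, DCL4 and ACT2 passed for neither effect.

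The text of the paper does not name the arrays behind its coexpression analysis with ARF3 and ARF4. Across the 12 arrays, 405 genes had an unadjusted p under 0.01 for both, of which 243 of 435 probes were positive with both. They were taken without regard to the direction of the correlation, and included RDR6, TAS1C, TAS2, APX1 and RD21B and not TAS3 or DREB2C. RDR6, the mutated gene, was lower in rdr6 where ARF3 and ARF4 were higher. Its relation with both therefore runs in the opposite direction across the genotypes. Of the probes, 242 also differed between the genotypes. With Spearman's rho 266 genes passed, and RDR6 was not among them. After group means were removed, 1 gene (AT5G64630, chosen after its values were seen) passed. The arrays fall into 2 genotypes, so the pooled values are not evidence of a relation within a genotype.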
